A study of Mus musculus with 12 samples. Its data were reported in "Epigenetic reprogramming of airway macrophages promotes polarization and inflammation in muco-obstructive lung disease" (2021).

How the data were processed

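ATAC-seq had been done by the authors on AMs of WT and Tg mice kept for 12 h in medium or with 100 ng/ml LPS. There were 3 libraries per group (12 in all) with 50000 cells per library and, per the sample records, 3 to 4 lavages pooled. The sample records describe adherent cells of the lavage, whereas the study's methods describe sorting of AMs before the treatment, and the tables cannot settle which was done. Library numbers recur between LPS and medium within a genotype, so that the same pool may have given both, but the authors' model as described has no term for it. Per the labels, batch 1 held 2 WT and 1 Tg library per treatment and batch 2 held 1 WT and 2 Tg libraries per treatment.

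Reads had been aligned to mm10 by the authors with the ENCODE ATAC-seq pipeline, and regions found in at least 2 libraries had been merged and counted with DiffBind. The authors fitted DESeq2 with batch, genotype, treatment and the interaction of genotype and treatment, and annotated the regions with ChIPseeker. The deposited signal of a region is its mean count over all libraries, divided by size factors by the authors. The deposited log2 fold changes and their standard errors are estimates of that model, given by the authors for 4 contrasts. The deposited score is the Wald statistic, which the authors obtained as the log2 fold change divided by its standard error. The deposited p-values are those of the authors' Wald test, and adjusted p-values were given by the authors after independent filtering on the mean count, for 115081 regions in both LPS contrasts, 70458 in the genotype contrast and 23604 in the interaction. The versions of these tools are not given in the sample records. Adding up the mean counts gave 29.9 M per library on average, and the depth of single libraries is not part of the tables. The median standard error was 0.227 for LPS in WT, 0.231 for LPS in Tg, 0.230 for the genotype contrast and 0.324 for the interaction.

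Signs were set so that positive values mean higher with LPS, higher in Tg, or a larger LPS effect in Tg. For this, the signs of the genotype table and both LPS tables were reversed, and those of the interaction were kept. The interaction equalled the LPS effect in Tg less that in WT to 1.07e-14. The genotype table names neither the treatment it refers to nor its direction, and both were inferred from its values: it was taken as WT less Tg among LPS-treated libraries, so that reversing its sign gives Tg less WT. With the sign reversed, its log2 fold changes correlated with the interaction at 0.54, which for a contrast among LPS-treated libraries sets the direction. In regions of mean count 150 to 300, its median standard error was 0.161 in 316 regions closed by LPS and 0.142 in unresponsive ones, as a contrast among LPS-treated libraries would give. In 423 opened regions it was 0.143, not smaller than in unresponsive ones, so only the closed regions bear out this reading. Every statement on Tg against WT after LPS or in medium rests on this reading of treatment and direction. The contrast in medium was derived as the genotype contrast less the interaction, with an approximate standard error.

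Regions were called at the authors' adjusted p under 0.05 and an absolute log2 fold change above 2 for LPS and above 1 for the genotype contrast and the interaction. Genes were named by a rule fixed before the data were examined, as were the lists, motifs and thresholds. It took up to 10 genes per direction and contrast with the smallest p among called regions, up to 4 per list among called regions, and the region closest to the TSS of 16 genes in every contrast. Genes named outside this rule are said to be chosen after their values were seen, and not every gene that the rule gave is named. The symbols of 267 regions had been turned into dates and 3 regions had none, and these were left out of gene lists, which left 18699 genes with at least 1 region.

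For the 25 gene lists, the log2 fold changes of a gene's regions were averaged. The list mean was compared with 10000 random lists matched on the binned number of regions per gene, with p adjusted over the lists within a contrast. Such random draws are called a permutation test below, although no labels were exchanged. Alternatives were the promoter region closest to the TSS, regions within 50 kb, list genes within 500 kb averaged to 1 locus, and cameraPR of limma (version 3.58.1, R 4.3.3) with a preset correlation of 0.01. Consensus sequences of 17 motifs were searched on both strands of mm10 and compared by Fisher's exact test with uncalled regions matched on width, GC content and mean count. The LPS effects of both genotypes were compared by Deming regression and by shares of regions, with intervals from resampling chromosomes 2000 times. Such intervals do not cover the spread between mice or libraries, and a single library standing apart could not be seen. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

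The steps after the authors' fit were tested on simulated contrasts. These had independent normal errors scaled to the deposited standard errors, and effects were planted only in regions with an adjusted p. Counts, libraries, batches and the fit of DESeq2 were not simulated. The shares recovered thus follow largely from the standard errors, and say nothing on regions without an adjusted p. Of 200 regions given a log2 fold change of 2.5, 94.5% were recovered for LPS in WT (115081 regions) and 92% for LPS in Tg (115081 regions), and of 200 given 1.5, 98.5% were recovered for the genotype contrast (70458 regions) and 100% for the interaction (23604 regions).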

Results

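Chromatin accessibility was measured by ATAC-seq, in which a transposase inserts sequencing adapters into open chromatin, in airway macrophages (AMs) from mouse lungs. Transgenic mice (Tg) overexpress Scnn1b, the β subunit of the epithelial sodium channel, in the airways and develop mucus obstruction, and wild-type littermates served as controls (WT). AMs were kept for 12 h in medium alone or with 100 ng/ml lipopolysaccharide (LPS), a bacterial cell wall component that activates macrophages through TLR4. The design held 12 libraries, 3 for each combination of genotype and treatment, and per the sample records each pool of AMs came from 3 to 4 lavages. The libraries were prepared in 2 batches, with 2 WT and 1 Tg library per treatment in batch 1 and 1 WT and 2 Tg libraries per treatment in batch 2. The authors deposited, for 115081 consensus regions of the mouse genome (mm10), the log2 fold change, its standard error and the p-value of 4 contrasts, and these tables held the mean count of a region over all libraries but no value per library. The median of that mean count was 74.1, with 13.4 and 1213 at the 5th and 95th percentiles. Regions were between 151 and 4647 bp wide (median 582 bp), and 36.0% were annotated as intron, 27.7% as promoter, 27.1% as distal intergenic and 5.15% as exon.

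The first question was which regulatory regions respond to LPS in WT AMs. LPS opened regions around genes of neutrophil-recruiting chemokines, proinflammatory cytokines and their regulators. The region near Cxcl2, a ligand of the neutrophil receptor CXCR2, rose by a log2 fold change of 4.65 ± 0.13 (SE) in the authors' deposited table (chromosome 5, 90906025 to 90907539, annotated as promoter, 2152 bp from the transcription start site (TSS)). Its neighbours on the same chromosome rose as well, with 3.69 ± 0.078 at Cxcl3, 2.99 ± 0.109 at Cxcl1 and 4.57 ± 0.123 in intergenic sequence upstream of Cxcl5 in the authors' deposited table. The region of Tnf, which encodes the cytokine TNF-α, rose by 2.53 ± 0.091 (chromosome 17, 35197994 to 35199485) in the authors' deposited table. Closing past the minimum fold was rare, and the authors' deposited table gave −2.58 ± 0.163 at a region annotated as downstream of the fatty acid-binding protein gene Fabp9 and −2.45 ± 0.188 in intergenic sequence at Cd9, which encodes a tetraspanin.

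At an adjusted p under 0.05 and an absolute log2 fold change above 2, 3488 regions at 2065 genes opened and 49 regions at 46 genes closed in WT AMs (the authors' Wald test of DESeq2). The split was nearly even without a minimum fold, with 20682 regions higher and 16853 lower. The closing was therefore wide but shallow, with a median of −0.56 among the lower regions against 1.07 among the higher ones. Only 618 opened regions and 0 closed regions passed a Wald test against the minimum fold itself, whereas 46163 regions had an unadjusted p under 0.05 in the test against 0.

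Among the gene lists fixed before the data were examined, 7 lay above and 2 below random lists matched on the number of regions per gene. Of the inflammatory cytokine genes, 11 of 21 held a called region, and all 28 called regions of that list opened (28 also when adjusted over the list alone). Beyond Tnf, the authors' deposited table gave 3.91 ± 0.196 at Inhba, which encodes the βA subunit of activin, 2.91 ± 0.119 at Lif and 3.63 ± 0.345 at the promoter of Csf3, the gene of granulocyte colony-stimulating factor. Of the chemokine genes, 11 of 25 held a called region, with 31 opened regions and 0 closed ones (31 and 0 when adjusted over the list alone). Of the chemokine regions, 68 were higher and 15 lower without a minimum fold, among them the promoter of the monocyte attractant Ccl2 with −0.46 ± 0.075 in the authors' deposited table. In the NF-κB and Toll-like receptor pathway, 36 regions at 11 of 39 genes opened (36 adjusted over the list alone), including 3.56 ± 0.123 at the promoter of Traf1, 3.09 ± 0.149 in intergenic sequence at Nfkbia, the gene of the NF-κB inhibitor IκBα, and 2.64 ± 0.137 at Nfkb1 in the authors' deposited table. Negative regulators of the LPS response opened as well, with 31 regions at 14 of 23 genes (31 adjusted over the list alone). Of the interferon-stimulated genes, 13 of 57 held one of 21 opened regions (21 adjusted over the list alone), such as 4.00 ± 0.336 at Gbp5, which encodes a guanylate-binding protein, and 2.01 ± 0.132 at the promoter of Oasl1 in the authors' deposited table. Genes of M1-like macrophages held 36 opened regions at 10 of 23 genes, and matrix remodelling genes 22 at 13 of 35, with the same counts adjusted over each list alone.

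The lists below random were those of AM identity and of the lysosome. Genes that mark resident AMs had a mean log2 fold change of −0.14 against 0.13 in random lists (adjusted p = 0.00125), and 31 of 37 lay below 0. At their promoters, the authors' deposited table gave −0.91 ± 0.109 for Siglecf, which encodes a sialic acid-binding surface receptor of AMs, and −0.40 ± 0.078 for Pparg, the gene of a nuclear receptor needed for AM differentiation. The same list held 20 opened regions past the minimum fold at 6 genes, such as 2.51 ± 0.162 at the scavenger receptor gene Marco and 5.29 ± 0.351 at Slc7a2, the gene of a cationic amino acid transporter, in the authors' deposited table. Over all its 525 regions, 86 were higher and 176 lower without a minimum fold, or 89 and 188 when adjusted over the list alone. Lysosomal genes had a mean of −0.14 against 0.11 (adjusted p = 0.00417), with 23 of 34 below 0. With cameraPR at a preset correlation of 0.01, these lists missed the threshold (adjusted p = 0.0592 for AM identity and 0.0628 for the lysosome), and a correlation between genes could not be estimated without values per library.

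Further regions at named promoters stayed under the minimum fold. The authors' deposited table gave 0.28 ± 0.081 at Il6, 0.50 ± 0.179 at Il1b and 0.34 ± 0.101 at Il1a, which passed the adjusted p but not the minimum fold. Nos2, the gene of inducible nitric oxide synthase, and Mmp12, the gene of macrophage elastase, stood at 1.31 ± 0.152 and 1.23 ± 0.152 in the authors' deposited table. Il12b (0.17 ± 0.151), Irf1 (0.12 ± 0.059) and H2-Ab1 (0.13 ± 0.112) did not pass the adjusted p in the authors' deposited table. At Arg1, a gene of alternatively activated macrophages, the authors' deposited table gave −0.74 ± 0.165, and at the growth factor gene Igf1 −0.36 ± 0.095.

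The next question was how Tg AMs respond to the same stimulus. The regions with the strongest evidence of opening were largely at the same genes, with 4.02 ± 0.078 at Cxcl3, 4.903 ± 0.127 at Cxcl5, 3.70 ± 0.112 at Cxcl1 and 3.55 ± 0.100 at Tnf in the authors' deposited table. Further examples in the authors' deposited table were Bahcc1 (3.77 ± 0.089 in an intron), Il1a (2.28 ± 0.105 at a region annotated as promoter, −1414 bp from the TSS), the promoter of Acod1 (3.07 ± 0.101), which encodes the enzyme that makes itaconate, and Batf (2.73 ± 0.161), the gene of an AP-1 family transcription factor. Closing passed the minimum fold at a cluster of fatty acid-binding protein genes on chromosome 3, with −3.53 ± 0.184 at Fabp9, −2.04 ± 0.122 at Fabp5 and −2.04 ± 0.253 at Fabp4 in the authors' deposited table. The lipid handling list as a whole held 11 opened regions at 8 genes and 4 closed regions at 3 genes in Tg. Its mean did not pass (adjusted p = 0.0814).

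In Tg AMs, 4487 regions at 2555 genes opened and 128 regions at 116 genes closed at the same threshold, and 23062 and 19083 did so without a minimum fold. Called opened regions were shared by both genotypes at 2868 positions, where 136 were given by independent lists of these sizes. The contrasts share no library, so this overlap holds no shared control. A further 1619 opened regions were called in Tg alone and 620 in WT alone, but 1322 and 516 of these had the same sign and an adjusted p under 0.05 in the other genotype. The interaction test gave an adjusted p for only 95 of the 1619 and 8 of the 620 regions. The difference between genotypes itself was significant at 10 and 0 of these by the authors' DESeq2 test. In that test, 5128 of all 115081 regions had an unadjusted p under 0.05, no larger a share than chance alone gives. Regions without an adjusted p had too low a mean count for the authors' filter, so a difference there was neither shown nor excluded. Of the called closed regions, 19 were shared, 30 were called in WT alone and 109 in Tg alone. Of these, 1 and 1 had an adjusted p in the interaction test, and 0 differed between genotypes.

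The same 7 lists lay above and the same 2 below random lists. The mean over the inflammatory cytokine genes was 0.97 in Tg, with 36 opened regions at 13 of 21 genes, and that over the chemokine genes was 0.83, with 28 opened regions at 9 of 25 genes. Interferon-stimulated genes had a mean of 0.62 (27 opened regions at 15 of 57 genes), negative regulators 0.71 (36 regions at 13 of 23 genes) and M1-like genes 0.64 (50 regions at 12 of 23 genes), with 0 closed regions in each and the same counts adjusted over each list alone. AM identity genes had a mean of −0.19 with 30 of 37 below 0 (adjusted p = 0.000625), and lysosomal genes of −0.15 with 22 of 34 below 0 (adjusted p = 0.00500), the second of which was lost with cameraPR (adjusted p = 0.0718). At the Siglecf promoter the authors' deposited table gave −1.13 ± 0.112. Marker lists of neutrophils, T and NK cells, B cells, eosinophils, airway epithelium and monocytes or dendritic cells, set up to look for other cells among the AMs, did not pass the adjusted p in either genotype, the smallest being 0.122 (B cells in Tg, mean 0.38). With the promoter region of each gene alone, the neutrophil list lay above random lists in both genotypes (adjusted p = 0.009999 in WT and 0.00972 in Tg), although 7 of its 13 genes lay below 0 in WT, and its members Camp and Lcn2 held called promoters with 2.21 ± 0.106 and 2.95 ± 0.209 in WT in the authors' deposited table. Means of the remaining lists (IRF family, AP-1 family, antigen presentation, M2-like genes, lipid handling, efferocytosis, glycolysis and hypoxia, cell cycle and housekeeping genes) did not pass in either genotype. With the promoter region alone, antigen presentation lay above (adjusted p = 0.0277 in WT and 0.0107 in Tg) and lipid handling below random lists (adjusted p = 0.0277 and 0.0321), as did M2-like genes in Tg (adjusted p = 0.0352).

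**Figure D1:**
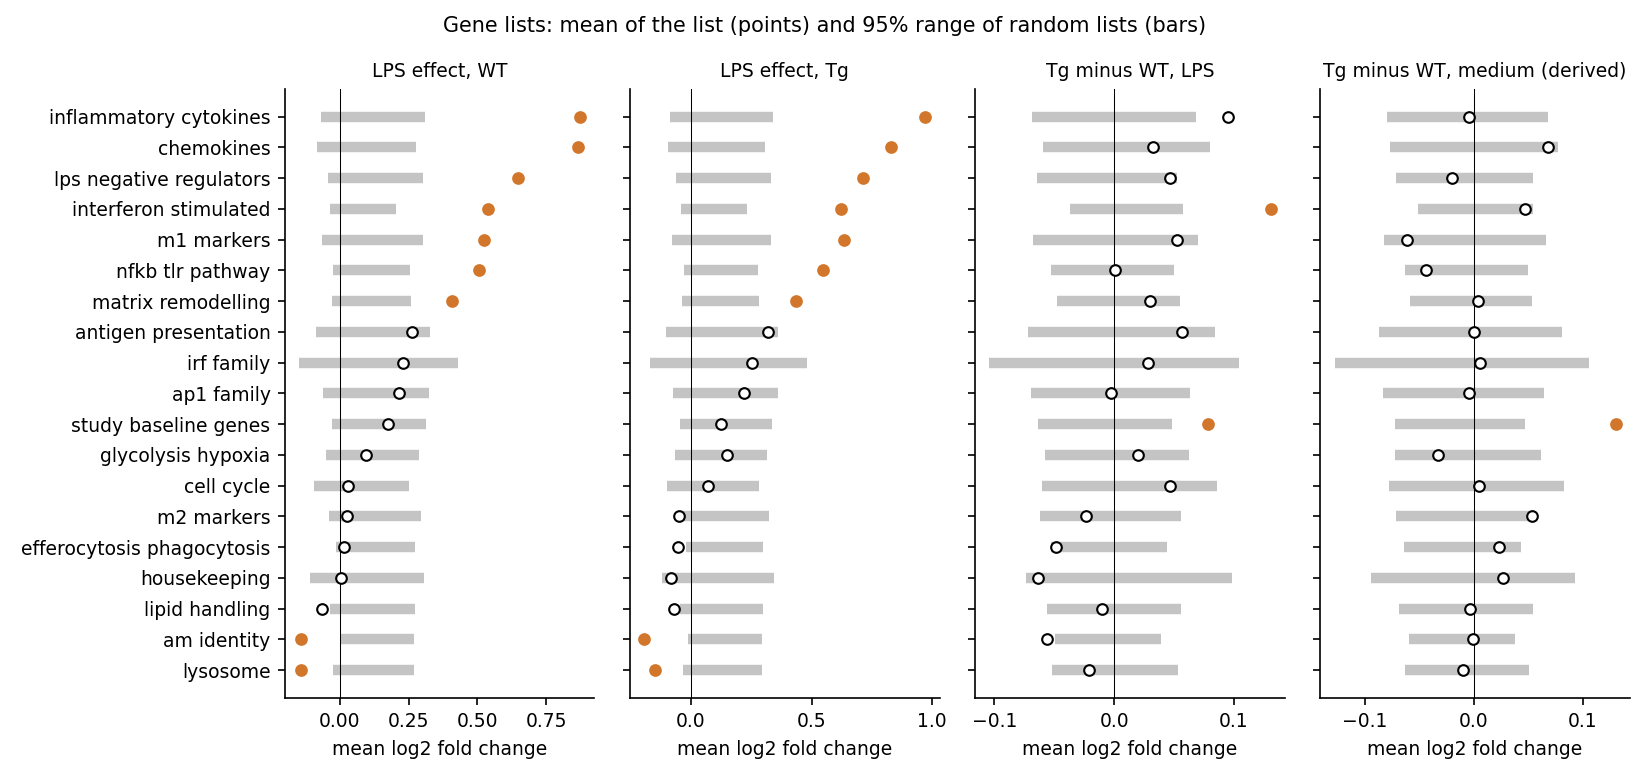
Mean log2 fold change of each gene list (x axis) in 4 contrasts, as points, with the 95% range of random lists as grey bars. Filled points have an adjusted p under 0.05; inflammatory cytokine genes lay at 0.87 in WT and 0.97 in Tg, and interferon-stimulated genes at 0.13 in the contrast of Tg with WT at LPS.

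Opened regions lay away from promoters. In WT AMs, 12.1% of opened regions were annotated as promoter against 28.2% of the other tested regions (odds ratio 0.350, Fisher's exact test), and 41.1% against 26.7% as distal intergenic (odds ratio 1.92). The shares in Tg were 12.2% against 28.4% and 40.5% against 26.5%. Without a minimum fold, closed regions were more often promoters than others (odds ratio 1.35 in WT and 1.14 in Tg), although with the minimum fold the direction was the opposite, with 1 promoter among the 49 closed regions in WT.

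Opened regions often held the consensus sequences of inflammatory transcription factors. The AP-1 site, bound by FOS, JUN and BATF proteins, was present in 49.1% of opened regions in WT AMs and in 20.7% of uncalled regions matched on width, GC content and mean count (adjusted p = 9.54e-242, Fisher's exact test), and in 47.9% against 20.4% in Tg. The NF-κB site was present in 26.2% against 10.2% in WT (adjusted p = 2.56e-122) and in 26.4% against 10.2% in Tg. A composite element bound by MAF proteins and NRF2 was found in 3.91% against 2.32% and in 4.48% against 2.17%. Sites of PU.1, the lineage-determining factor of macrophages, were less frequent (5.78% against 12.7% in WT, 5.94% against 12.9% in Tg), as were those of CTCF (0.201% against 3.99%, and 0.247% against 4.15%). The IRF element core did not differ in WT (8.10% against 9.24%, adjusted p = 0.0600), and the GATA site, included as a control, was itself less frequent, with 7.99% against 9.44% in WT (adjusted p = 0.0168) and 7.89% against 9.03% in Tg (adjusted p = 0.0341). Small depletions are therefore not evidence on a factor.

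**Figure D2:**
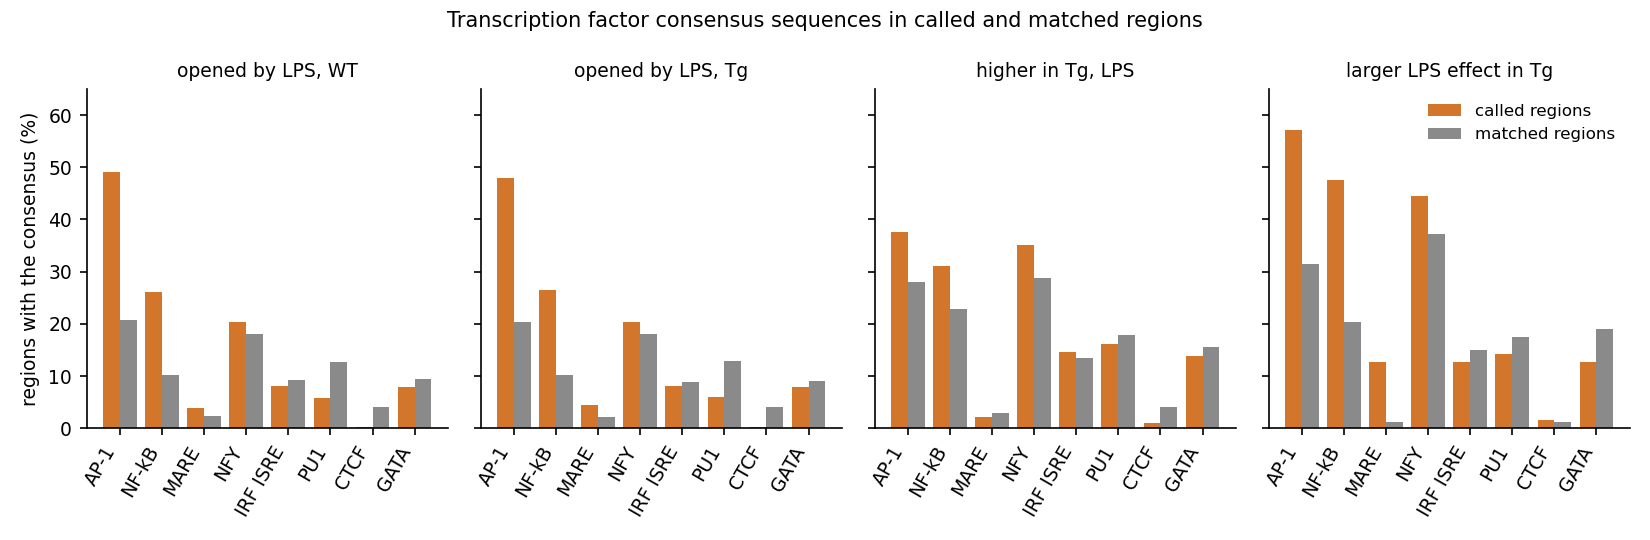
Percentage of regions with a consensus sequence (y axis) in called regions and in uncalled regions matched on width, GC content and mean count. The AP-1 site was present in 49.1% of regions opened in WT AMs and 20.7% of matched regions; the panels on the contrast of Tg with WT and on the interaction use regions called without a minimum fold.

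The response to LPS was then compared between the genotypes. The size of the effect was larger in Tg: across all regions, the Deming slope of the log2 fold change in Tg on that in WT was 1.13 (95% interval over chromosomes 1.122 to 1.133), with a Pearson correlation of 0.886 and a Spearman correlation of 0.807 across regions. Regions are not independent replicates, and the interval covers the spread between chromosomes, not that between mice. WT and Tg libraries were split unevenly over the batches, and the authors' model has no term for an LPS effect that differs between batches. Without values per library, such an effect could not be told apart from a larger response in Tg. Among 3854 regions opened by LPS on the mean of both genotypes (log2 fold change above 2), the mean was 2.56 in WT and 2.82 in Tg, and 69.3% had the larger effect in Tg (67.9 to 70.8). Among the 44 regions closed by LPS on that mean, the share was 63.6% (50 to 77.8), and among 2693 closed past a log2 fold change of 1 it was 70.2%. It was 20.4% when closed regions were chosen in WT and 93.0% when chosen in Tg, so the choice of regions sets its direction.

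**Figure D3:**
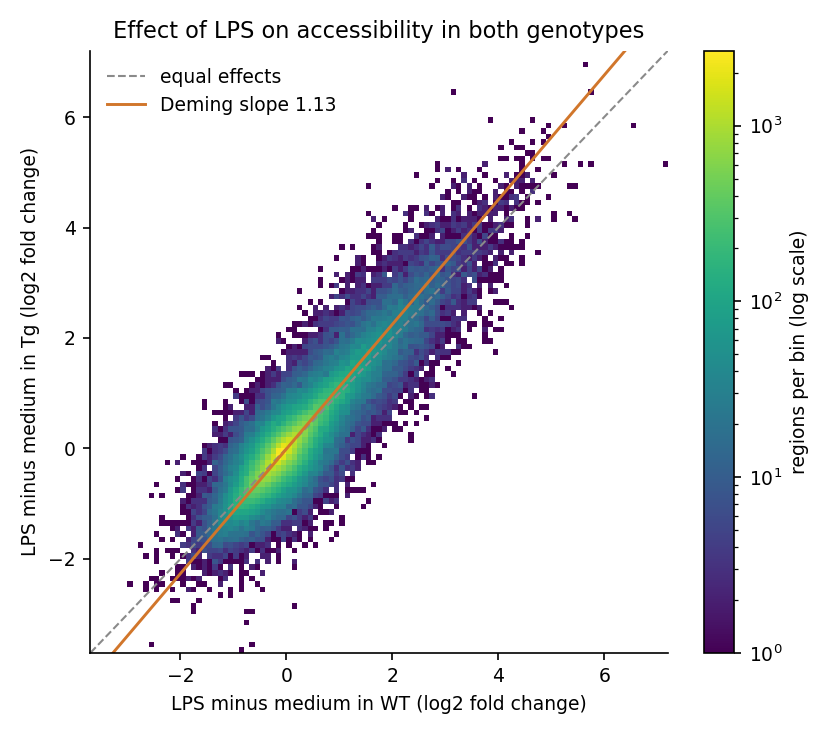
Log2 fold change of LPS against medium in WT (x axis) and Tg (y axis) for 115081 regions, with the colour giving the number of regions per bin on a log scale. The orange line has the Deming slope of 1.13 and the dashed line marks equal effects.

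For single regions, the interaction test asked whether the effect of LPS differed between genotypes. The region of Tnf, annotated as promoter but 2519 bp from the TSS, opened more in Tg by 1.02 ± 0.135 in the authors' deposited table (adjusted p = 1.27e-09). An intronic region of Slc7a11, the gene of the cystine transporter, opened more by 1.02 ± 0.180 (chromosome 3, 50419176 to 50421405, adjusted p = 5.63e-05) in the authors' deposited table. These 2 regions were the only ones with an adjusted p under 0.05 and an absolute log2 fold change above 1, and 0 went the other way, among 23604 regions with an adjusted p (smallest mean count 326). Neither passed a Wald test against the minimum fold itself. The counts without a minimum fold were 63 higher and 18 lower. All 63 were opened and all 18 closed by LPS on the mean of both genotypes, so each of these regions responded more in Tg. The mean difference of Tg against WT at the 63 was 0.13 after LPS and −0.47 in medium, and 58 of them differed more in medium. At the 18 it was −0.24 after LPS and 0.26 in medium, with 11 differing more in medium. Much of the larger response thus lay in the cells without LPS. Examples chosen after their values were seen were Cxcl2 (0.93 ± 0.207), Cxcl1 (0.71 ± 0.156), Plk2 (0.87 ± 0.133) and Serpinb1b (0.92 ± 0.161) among the higher ones and Abhd12 (−0.58 ± 0.105) and an intergenic region at Fos (−0.48 ± 0.113) among the lower ones in the authors' deposited table. No gene list differed from random lists at an adjusted p under 0.05 in the interaction, the smallest being 0.0778. The 63 higher regions held AP-1 sites in 57.1% against 31.4% of matched regions, NF-κB sites in 47.6% against 20.3% and the MAF and NRF2 element in 12.7% against 1.27%. The matched regions were not chosen to be opened by LPS, as all 63 were, so these shares may reflect opening rather than the difference between genotypes.

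Finally, Tg and WT AMs were compared directly after LPS. The clearest gains in Tg lay at Sash1 (1.15 ± 0.156 in an intron, chromosome 10, 8881698 to 8882070), which encodes a scaffold protein, at the promoter of Zbtb7c (1.44 ± 0.201) and in an exon of Trim29 (1.15 ± 0.166) in the authors' deposited table. Igf2bp3, the gene of an RNA-binding protein, was higher by 1.401 ± 0.248 in an exon (chromosome 6, 49106767 to 49107779) and by 0.62 ± 0.103 at its promoter in the authors' deposited table. Lower in Tg were the promoter of Ttll7 (−1.53 ± 0.217), an intergenic region at Rbfox1 (−1.39 ± 0.226) and an intronic region of Cd36, the gene of a scavenger receptor for lipids (−1.25 ± 0.285, chromosome 5, 17786064 to 17787103) in the authors' deposited table. Further gains in the authors' deposited table were Slc10a6 (1.36 ± 0.229 at the promoter), Fgf7 (1.09 ± 0.178), Npy (1.08 ± 0.176), Ptpn3 (1.04 ± 0.180), Aspscr1 (1.11 ± 0.203) and A330032B11Rik (1.09 ± 0.172). Further losses were Mid1 on the X chromosome (−1.04 ± 0.175), Adtrp (−1.04 ± 0.217), Cdh1 (−1.06 ± 0.283), Fasl (−1.07 ± 0.299) and 5430437J10Rik (−1.15 ± 0.2998) in the authors' deposited table.

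**Figure D4:**
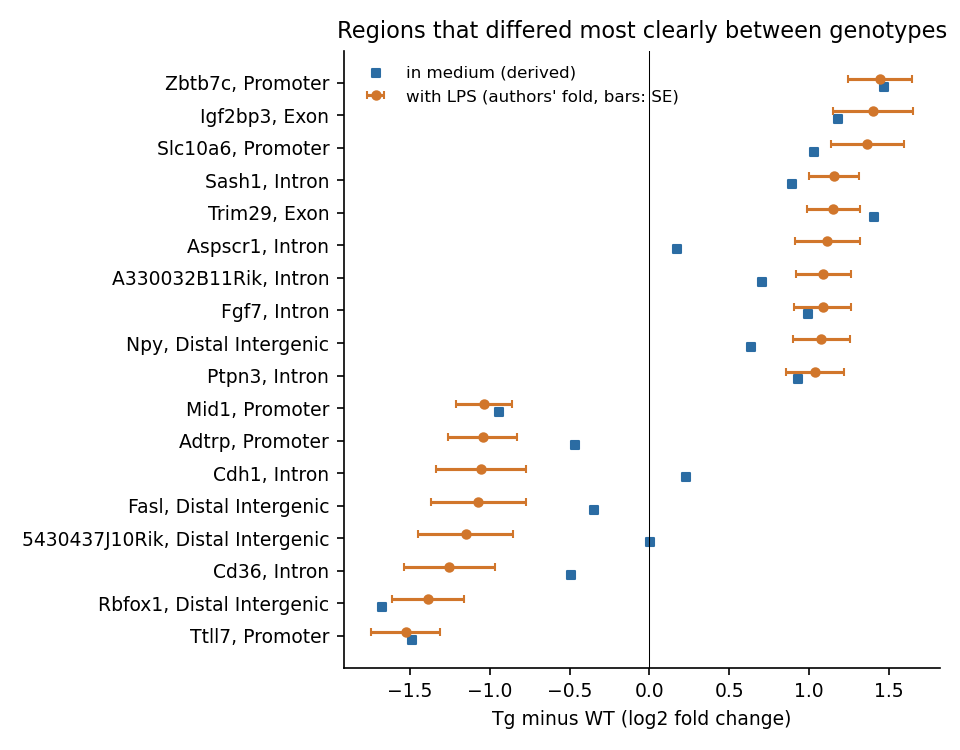
Log2 fold change of Tg against WT (x axis) at the named regions with an absolute log2 fold change above 1, after LPS (circles, bars giving the authors' standard error) and in medium (squares, derived by subtracting the interaction). Sash1 stood at 1.15 after LPS and 0.90 in medium, and Ttll7 at −1.53 and −1.49.

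In all, 38 regions at 35 genes were higher and 10 regions at 8 genes lower in Tg after LPS (adjusted p under 0.05 and absolute log2 fold change above 1), among 70458 regions with an adjusted p. Without a minimum fold, 492 were higher and 117 lower. Of all 115081 regions, 8326 had an unadjusted p under 0.05, a larger share than the 0.05 that chance alone gives. None of the 48 passed a Wald test against the minimum fold itself, the DESeq2 counts then being 0 and 0. Of the 492 higher regions, 456 had the same sign in medium, as did 102 of the 117 lower ones, with the difference in medium derived from the deposited contrasts. Of the other promoters named in every contrast, that of Nos2 was higher in Tg by 0.59 ± 0.138 (adjusted p = 0.00664) in the authors' deposited table. Il6 (0.08 ± 0.081), Il1b (0.00 ± 0.178), Il12b (0.09 ± 0.152), Arg1 (0.12 ± 0.174), Igf1 (0.07 ± 0.098), Il1a (0.25 ± 0.100), Ccl2 (0.05 ± 0.078), Mmp12 (−0.08 ± 0.142), Irf1 (−0.01 ± 0.061), H2-Ab1 (0.22 ± 0.112), Pparg (0.02 ± 0.081) and Siglecf (−0.11 ± 0.119) did not pass the adjusted p in the authors' deposited table. The transgene adds copies of the Scnn1b coding sequence behind the Scgb1a1 promoter, and at the endogenous promoters of these genes the authors' deposited table gave 0.02 ± 0.375 and −0.11 ± 0.083.

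Interferon-stimulated genes were higher in Tg AMs after LPS as a group. Their mean was 0.13 against 0.0096 in random lists (adjusted p = 0.00250, where the unadjusted p of 1e-04 is the smallest that 10000 random lists can give), and 45 of 57 genes lay above 0. This compares genes, not mice, so the p carries no spread between libraries. Genes that move together were counted as separate, and a single library standing apart could not be seen. Without a minimum fold, 7 regions at 5 genes were higher and 0 lower, and 14 were higher and 0 lower when adjusted over the list alone. Members chosen after their values were seen were Trim30a (0.61 ± 0.121), the promoter of the antiviral gene Oasl1 (0.57 ± 0.115), Rsad2 (0.37 ± 0.100) and the promoter of Gbp3 (0.25 ± 0.065) in the authors' deposited table. With the promoter region of each gene alone, the list missed the threshold (adjusted p = 0.0675), with a mean of 0.11 and a median of 0.089. In medium, the derived mean was 0.05 with an adjusted p of 0.353.

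The list of genes that the study singled out in freshly sorted AMs had a mean of 0.08 against −0.01 in random lists (adjusted p = 0.0250), with 17 of 24 genes above 0, 2 called regions at Igf2bp3 and 9 regions higher and 0 lower when adjusted over the list alone without a minimum fold. The study chose these genes for their difference between the genotypes in other libraries. The list mean therefore bears only on whether that difference recurs here, not on genes chosen without regard to genotype. The call was lost with the promoter region alone (adjusted p = 0.116), with neighbouring genes averaged (adjusted p = 0.0575) and with cameraPR (adjusted p = 0.392). Inflammatory cytokine genes had a mean of 0.09 (adjusted p = 0.0708), with 0 called regions and 1 without a minimum fold by the authors' DESeq2 test. In the marker lists of other cells the means were −0.01 for neutrophils (adjusted p = 0.699), 0.05 for T and NK cells (adjusted p = 0.615), 0.04 for B cells (adjusted p = 0.695), 0.14 for eosinophils (adjusted p = 0.363), 0.11 for epithelium (adjusted p = 0.262) and −0.03 for monocytes and dendritic cells (adjusted p = 0.615). The 492 regions higher in Tg held AP-1 sites in 37.6% against 28.0% of matched regions (adjusted p = 0.000510), NF-κB sites in 31.1% against 22.8% (adjusted p = 0.00116) and the IRF element core in 14.6% against 13.4% (adjusted p = 0.667). Matched regions were again not chosen on their effect of LPS.

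The genotype difference depended on how a region responded to LPS. After LPS, the 3854 opened regions were higher in Tg than unresponsive regions of the same mean count by 0.12 (95% interval over chromosomes 0.0987 to 0.140), and in medium they were lower by −0.16 (−0.176 to −0.136). The study reported its LPS-responsive regions as more accessible in Tg AMs before any culture, which are other libraries than those in medium. For AMs kept 12 h in medium, it reported differences in transcription factor activity between the genotypes similar to those after LPS, and read them as priming. Factor activity is another measure than the accessibility of the opened regions. The 44 closed regions stood at 0.03 (−0.204 to 0.199) after LPS and at 0.29 (0.144 to 0.489) in medium. In the bin with the strongest opening, 141 regions had a mean difference of 0.21 after LPS and −0.22 in medium. After LPS, unresponsive regions themselves rose with the mean count, from −0.051 at counts of 5.2 to 22.1 to 0.028 at 217 or more. Matching used the mean count over all libraries, not the level after LPS, so the 0.12 may partly follow this trend. When regions were chosen on the effect in WT alone, the value of the opened regions in medium was −0.00084 and that of the closed regions −0.11. A choice on WT alone favours regions in which the WT medium libraries happened to lie low (or high, for closing), which moves the value in medium.

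**Figure D5:**
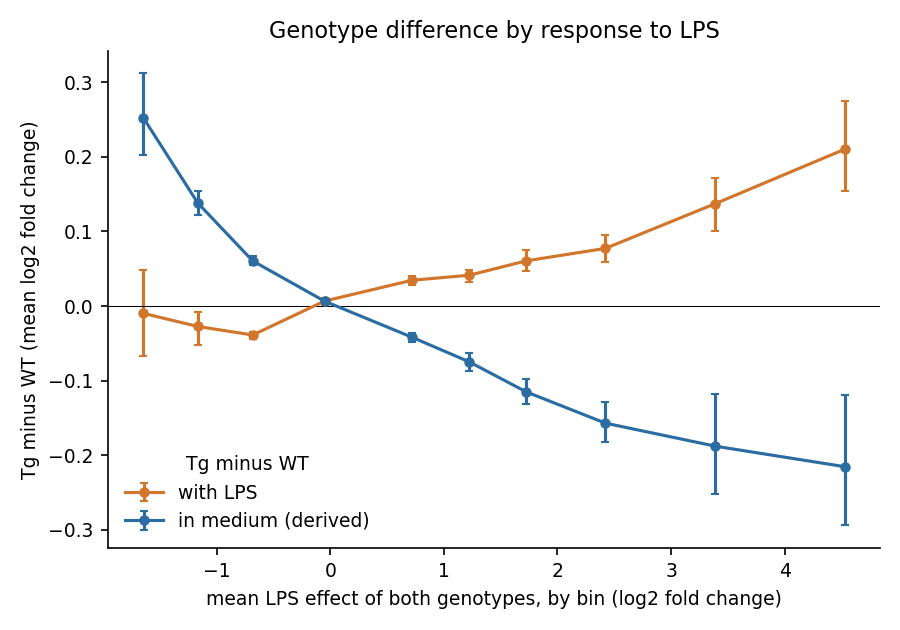
Mean log2 fold change of Tg against WT (y axis) in bins of the mean effect of LPS in both genotypes (x axis), after LPS and in medium (derived), over regions with a mean count of at least 50. Bars are 95% intervals over chromosomes; in the bin of strongest opening the values were 0.21 and −0.22.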

Values the study reported

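The study reported that the first principal component of chromatin accessibility explained ~71% of variability and separated LPS from medium, and that the second explained ~7% and separated the genotypes. It reported 897 differentially accessible regions between Tg and WT AMs after LPS. In AMs sorted without treatment, it reported 390 differentially accessible regions, of which 339 had increased accessibility in Tg. It reported 80 transcription factors as differentially active in Tg AMs after LPS, 60% of them with increased activity.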

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

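The explanations in this part were written down, each with its prediction, before their tests were run, with some exceptions. The tests of a single interval behind every shared window, of neutrophils and the other marker lists against the interferon list, and of the lowest count levels were chosen only after the result was seen. What brought these results here was a difference between the genotypes in the effect of LPS. By the authors' interaction test, the effect of LPS was larger in Tg at regions of Tnf (1.02), Slc7a11 (1.02 at position 50419176 and 0.702 at 50361931 of chromosome 3), Cxcl2 (0.928), Camp (0.760), Tmc1 (0.760), Cxcl1 (0.709), Bahcc1 (0.633) and Marco (0.568 at position 120527147 of chromosome 1). Across all regions, the Deming slope was 1.13, and 69.3% of opened regions had the larger effect in Tg.

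The first pattern was this larger response in Tg, from which an LPS effect that differed between the batches could not be told apart. At Tnf, the log2 fold change of Tg against WT was 0.01 after LPS and −1.01 in medium, so the difference lay in the cells without LPS. Signal over background may have differed between the Tg and WT medium libraries. If this had lowered the opened regions in Tg, it would also lower unresponsive regions of the same count level. Those had a mean of −0.0135 (−0.041 to 0.0116) against −0.164 at 2698 opened regions, which speaks against it there. These were the opened regions at count levels with at least 20 unresponsive regions, a restriction made after a first result, which over all levels was −0.00255 (−0.116 to 0.0574). The other 1156 of the 3854 opened regions lay at the lowest levels, with a mean of −0.159, and since only 4 unresponsive regions had such levels, the explanation stays open for them. Partial activation of WT cells in medium would also make regions closed by LPS higher in Tg medium, and these were higher by 0.292 (0.144 to 0.489), which fits, but 0.292 came from 44 regions and was −0.114 when regions were chosen on WT alone. With a minimum of 1 on the mean of both genotypes, 2693 closed regions were higher by 0.132 (0.117 to 0.147).

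The second pattern was the rise of interferon-stimulated genes in Tg after LPS. A general rise of LPS-opened genes would not give this, since the list mean of 0.131 lay above random lists matched also on the mean LPS effect (−0.0137 to 0.0908, permutation p = 0.0007). Other cell types among the Tg cells would raise their marker lists, of which the smallest adjusted p above random lists was 0.262. This excludes little, as the eosinophil list of 6 genes (0.135) and the epithelial list of 18 (0.111) had means near that of the interferon list without passing, so the prediction set on p alone was wrong and p alone excludes no cell type. The sort of AMs by surface markers in the study's methods would keep out epithelium and, by its stated purity, most cells of the other types as well. The sample records, however, describe adherent cells of the lavage, so it is not known whether the sort applies here. Neutrophils would raise their markers at least as much as the interferon list, but the mean of their list less that of the interferon list was −0.144 (−0.231 to −0.0561 on resampling genes), which speaks against them. On this measure the monocyte and dendritic cell list also lay lower, by −0.158 (−0.279 to −0.0352), which speaks against those cells. Both values are from the contrast after LPS. In medium the differences were −0.0217 (−0.135 to 0.0947) for neutrophils and −0.0688 (−0.154 to 0.0143) for monocytes and dendritic cells. These intervals include 0, so the values in medium do not speak against either. After LPS, the T and NK cell list lay lower than the interferon list by −0.0803 (−0.143 to −0.0171). Its own mean in medium lay above 0 (0.113, 0.0177 to 0.235), so these cells stay open. B cells, eosinophils and epithelium stay open, since their intervals on this measure include 0. Whether interferon signalling in the AMs differed stays open, since other measures of it in the deposited contrasts did not pass: the IRF element core was found in 14.6% of regions higher in Tg without a minimum fold against 13.4% of matched regions (adjusted p = 0.667), and the IRF family list had a mean of 0.0283 after LPS (adjusted p = 0.695). The study itself, with another set of regions and other motif methods, reported IRF motifs enriched in regions more accessible in Tg after LPS. It also reported the IRF family as its most active cluster of factors and higher Irf1 RNA in Tg after LPS. In its RNA data, interferon-inducible genes were enriched in the component that separated the genotypes.

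The remaining pattern was local: 14 of the 48 regions called between Tg and WT after LPS shared a window of 1 Mb with another, against 1.85 in random draws. Over all 609 regions called without a minimum fold it was weaker, with 302 sharing a window against 230, and 107 windows with at least 2 calls against 103 (permutation p = 0.301). In windows of 5 Mb, 17 of the 48 shared a window against 6.12 in random draws. Of the 609, 488 did against 465, but 149 windows held at least 2 calls against 163 (permutation p = 0.992). A passenger interval or copy number change around the transgene would shift the median of all regions in a window. The most extreme window of 5 Mb, on chromosome X from 145 Mb with 21 regions, had a median of −0.306 (−0.386 to −0.180), and the interval leaves this explanation open. That window is none of the shared ones, of which the one with the most calls without a minimum fold, on chromosome 10 from 8 to 9 Mb with 45 regions, had a median of 0.357 after LPS and 0.291 in medium, so a change of that place stays open as well. A single interval around the transgene was not behind every shared window, since the windows lay on 6 chromosomes, 5 of them away from that of the top window against 0 to 2 in random draws (permutation p = 0.0002). A different sex ratio of the pools would shift the X chromosome, whose regions lay at −0.0767 (−0.0865 to −0.0653) relative to autosomes, between the limits set for and against it. The only 4 regions on Y had a median of −0.606 after LPS and −0.809 in medium, whereas a changed sex ratio would move X and Y apart, but they lie together next to the part shared with X and are too few to decide. The study named only female mice for its sequencing experiments, which speaks against this explanation, though the tables hold no sex of a pool. No biological explanation of the local pattern was tested.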

How the results depend on the processing

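No paired analysis was possible because the tables hold no values per library. For the same reason the edgeR fit, the replicate block, leaving out each library, other splits of the libraries and an estimated correlation between genes were not run. Of 1804 comparisons of named regions with an alternative, 1650 kept their direction and side of the threshold, 128 were weaker (122 of them under a Wald test against the minimum fold), 26 stronger and 0 reversed. Of 400 comparisons of lists, 386 stayed the same, and of 273 of motifs, 247 did, with 2 reversed. The derived contrast in medium and the calls without a minimum fold for motifs and windows were chosen after seeing the data. Without a minimum fold, 20682 regions were higher and 16853 lower for LPS in WT, 23062 and 19083 in Tg, 492 and 117 between genotypes, and 63 and 18 in the interaction. A mean count of at least 50 left 1673 and 11 in WT and 2095 and 33 in Tg, since fewer regions were tested. The Wald test against the minimum fold left 618 and 0 in WT, 949 and 2 in Tg, 0 and 0 between genotypes, and 0 in the interaction, by its stricter null hypothesis. An adjusted p under 0.01 left 6 lower regions between genotypes, adjusting over every region gave 4 higher in the interaction, and the contrast in medium gave 63 and 37.

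The share of closed regions with the larger effect in Tg was 20.4% when they were chosen in WT, 93.0% when chosen in Tg and 70.2% with a minimum of 1. At closed regions after LPS, the difference between genotypes was 0.474, −0.429 and −0.0395 under these choices, and in medium it reversed to −0.114 when chosen in WT. For opened regions in medium it was −0.00084 when chosen in WT, while a choice in Tg gave −0.280 at opened and 0.468 at closed regions in medium. Choosing on a single genotype favours its own chance deviations, so the choices in WT and in Tg lie on either side of the main values. Lists below random fell to 0 in WT with cameraPR, and in Tg they numbered 4 with the promoter region and 1 with cameraPR. Lists above random between genotypes numbered 0 with the promoter region, 1 with averaged loci and 1 with cameraPR. Without a minimum fold, the odds ratio of promoters was 1.35 for regions closed in WT, 1.14 in Tg and 0.666 for regions higher in Tg after LPS. Motifs less frequent in opened regions numbered 2 in WT and 2 in Tg within the central 200 bp, and 8 and 8 without matching, where the odds ratio of the NF-Y site reversed to 0.926 and 0.927. Where no reason is given, the cause was not tested. After the authors' filter on the mean count, 23604 of 115081 regions had an adjusted p in the interaction, and what depth itself limits was not tested.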

Other observations

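The contrast of Tg with WT in medium was derived after the other results had been seen, and its genes were chosen by their values. Higher in Tg medium were Mpp7 (1.02, approximate SE 0.132), Trim29 (1.41, 0.199), Slit3 (1.27, 0.185), Zbtb7c (1.47, 0.226) and Fadd (1.26, 0.2003). Lower were Tnf (−1.01, 0.111), Serpinb1b (−1.05, 0.135), Ttll7 (−1.49, 0.218) and Rabgap1l (−1.11, 0.180). With an absolute log2 fold change above 1, 63 regions were higher and 37 lower, and without a minimum fold 720 and 533. Of these 533 lower regions, 443 were opened by LPS on the mean of both genotypes, and 34 closed, and of the 720 higher ones, 362 were closed and 201 opened. The list of genes that the study singled out in freshly sorted AMs had a mean of 0.13 in medium (permutation test, adjusted p = 0.00250), with 18 of 24 above 0, and this was lost with the promoter region alone (adjusted p = 0.577) and with cameraPR (adjusted p = 0.190). Among the marker lists of other cells, that of T and NK cells had the highest mean in medium, 0.11 with 13 of 18 genes above 0 (permutation test, adjusted p = 0.353).

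Called regions between Tg and WT after LPS gathered in places. The window of chromosome 10 from 8 to 9 Mb held 3 called regions at Sash1 and 10 without a minimum fold, and the median over its 45 regions was 0.36 after LPS and 0.29 in medium. On chromosome 6 from 49 to 50 Mb, 3 called regions lay at Igf2bp3 and Npy, and 7 without a minimum fold at these genes and Stk31, with a median of 0.16 over 86 regions.

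A stronger effect at regions with the MAF and NRF2 element was predicted before its test. Among opened regions, the mean interaction was larger by 0.0965 (0.00287 to 0.205) in 165 regions with the element than in 1699 with an AP-1 site but without it, which fits the prediction, although the interval nearly reaches 0. The means were 0.308 and 0.212, but 1990 opened regions with no AP-1 site had 0.298. For the interaction, the comparison therefore cannot tell a larger value at the element from a smaller one at AP-1 sites. The mean difference of Tg against WT was −0.331 in medium and −0.0227 after LPS at regions with the element, and −0.143 and 0.0684 at those with an AP-1 site but without it. The groups thus differed by −0.188 in medium and by −0.0911 after LPS. Opened regions with an NF-κB site had a larger interaction than those without by 0.0599 (0.0196 to 0.101), and those with an AP-1 site a smaller one by −0.0778 (−0.105 to −0.0493).

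The regions called between Tg and WT after LPS numbered 48 by the authors' deposited DESeq2 test. That is lower than the value quoted from the study above. The study's methods name edgeR within DiffBind, blocked on the date of library preparation, for such regions, which is a different test from that of the deposited table.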
